A study of Mus musculus with 8 samples. Its data were reported in "Comparative Analysis of the Transcriptome, Proteome, and miRNA Profile of Kupffer Cells and Monocytes" (2020).

How the data were processed

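MicroRNA (miRNA) levels were measured in Kupffer cells (KC), the resident macrophages of the liver, and in blood monocytes (MNC) of mice. The GEO labels gave 4 KC samples and 4 MNC samples. Per these labels each sample was a pool from 5 mice, while the study's methods give a range that includes smaller pools, and 100 ng of RNA entered each reaction. The study describes RNA isolation from sorted cells with a column kit for total RNA (RNeasy Plus Mini) and ran an nCounter mouse miRNA panel. Whether the kit kept short RNA is not stated and was not tested, so counts near background need not mean low expression in the cells. In this assay a short tag is ligated to each miRNA, a probe with a fluorescent barcode binds the tagged molecule, and single barcodes are counted.

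The deposited table held 626 rows. Of these, 566 were mouse miRNAs, 33 were herpesvirus miRNAs, 3 were plant or worm miRNAs, and 4 were mRNAs (Actb, B2m, Gapdh, Rpl19). The other rows were 3 positive and 3 negative ligation controls, 6 positive controls and 8 negative controls. The values are a normalized signal, which the authors made from barcode counts with the instrument maker's software. The methods describe the normalization for an mRNA panel of the same study, while for the miRNA panel the study only remarks that miRNAs served as references and names none, so the scaling was read from the deposited values. In each sample, 100% of the values above 1 outside the positive and negative controls were whole multiples of a single factor, within 0.02 of a whole count. The factor ran from 1.52 to 1.76 in KC and from 0.589 to 1.06 in MNC. With this factor the geometric mean of the 4 mRNA rows lay between 816.05 and 816.08 in all 8 samples, so the deposited signal was scaled to these 4 mRNAs and not to miRNAs. How this relates to that remark is open. The positive and negative controls were whole numbers and carried no factor. Background was not subtracted. Scaled values under 1 were listed as 1. This held for 49, 21, 0 and 42 mouse miRNAs in MNC 1 to MNC 4 and for none in KC.

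This scaling assumes that the 4 mRNAs make up the same part of the RNA in both cell types. Where their counts differ between groups, every other row is moved by the same factor, rows that hold only background included. The barcode counts were recovered by dividing by the factor. A value listed as 1 then stands for at most 1 count. In KC and MNC 3, let-7a and miR-155 were at exactly 1 count. Counts under 1 may have been raised to 1 there as well. Because a floor hides the lowest counts in at least 3 samples, no count model was run. An alternative with such a model was left out.

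The total over mouse miRNAs was 5374 to 10568 barcode counts per sample. The median count was 7 to 14, and the mean negative control was 9.25 to 16.5. At these levels the counting error of a single miRNA is wide. A miRNA with 8 counts, the median of KC 3, has an exact Poisson 95% interval of 3.45 to 15.8, and one with 14 counts, the median of MNC 2, has 7.65 to 23.5. These intervals cover the counting error of 1 miRNA and are not errors of the medians. A miRNA was called above background in a sample when its count was over the highest negative control of that sample, which was 17 to 35. Where a miRNA was above background in no sample of a group, that group has only a bound, and the fold is given as "at least", with each sample of that group at the higher of its own signal and its highest negative control.

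Differences are KC minus MNC on the log2(signal + 1) scale, which understates the change of low miRNAs. All 566 mouse miRNAs were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), with group as the only term and Benjamini-Hochberg adjustment at 0.05. A second rule, called the 2-fold rule here, took an unequal-variance test per miRNA with an unadjusted p under 0.05 and over 2-fold. The study gives a 2-fold limit for its mRNA panel, and for the miRNA panel it speaks of statistical significance only, so this rule is not the study's. Per-sample medians, totals and the similarity of samples were compared by exact two-sided permutation tests over the 70 splits of 8 samples, whose smallest p is 0.0286. Lists of miRNAs were tested with camera (preset correlation 0.01) and fry, both in limma, with Benjamini-Hochberg adjustment over the 7 lists. The lists were the let-7 family and miRNAs taken as typical of hepatocytes, red cells, lymphocytes, platelets, endothelium and myeloid cells. The panel lacked 1 listed name each for hepatocytes, lymphocytes and platelets under that exact name. The fit, the rule and the list tests were tested on simulated counts with the real means of the 566 miRNAs. In that simulation of KC against MNC, limma recovered 97.5% of 200 miRNAs changed 4-fold and made 2 false calls. It was a single draw with the same dispersion for all rows and without the authors' factors. The changed miRNAs all lay above the median mean, with as many raised as lowered. The share recovered is therefore not the power in the real data. On the real counts let-7b and let-7d differed by 2.64 and 2.73 without passing the adjusted threshold.

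The named miRNAs were set by a rule. They are the 9 miRNAs the study's text names; the 5 largest differences in each direction among those past the adjusted threshold, with no overlap of the groups and a mean signal above the median of all; the 3 highest in each group; and members of a list where it is described. No miRNA met the second part in the lower direction. Names are those of the panel. A RefSeq gene table of assembly GRCm38.p6, used for names only, held a gene for 511 of the 566 mouse names. It held none for miR-720, miR-1944, miR-2141 and miR-2134, which are named below. The groups, the tests, the naming rule and most alternatives were fixed before the data were examined. The alternatives set beforehand were other pseudocounts, scalings, filters, tests and weights, a block for the sample number, and leaving out each sample. A further 5 alternatives, which use the recovered counts or the background, were chosen after seeing the data, as was the scaling of medians, totals and similarity to the ligation controls. Samples of a group were not copies of each other: a chi-square test of the counts of each pair gave p of 1.8e-15 or lower in MNC and 7.29e-12 or lower in KC. No column of the table was left unused.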

Results

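The panel was read in 4 KC and 4 MNC samples, each labelled as a pool of 5 mice. The total signal over 566 mouse miRNAs was 15358 ± 1294 in KC and 7035 ± 2648 in MNC (SD, n = 4 each). On the log2 scale the totals differed by 1.23 (exact permutation test, two-sided, p = 0.0286, the smallest these groups allow), with all 4 KC samples above all 4 MNC samples. The total barcode count, before the authors' factor, was 9475 ± 635 in KC and 8666 ± 2326 in MNC (SD, n = 4 each), a log2 difference of 0.17 (exact permutation p = 0.686). The study asked how liver macrophages and blood monocytes differ in miRNA expression.

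The first comparison asked whether the whole distribution was shifted. The median log2 signal of a sample was 4.14 ± 0.24 in KC and 3.20 ± 0.56 in MNC (SD, n = 4 each), a difference of 0.94 (exact permutation p = 0.0286). The alternative that moved this most was scaling to the ligation controls, which gave -1.14 (exact permutation p = 0.0571). Scaling to the geometric mean of the 100 highest miRNAs gave -0.34 (exact permutation p = 0.0286). With the authors' factor undone the difference was -0.021 (exact permutation p = 0.971). Without MNC 1 it was 0.67 (exact permutation p = 0.0571). The 33 herpesvirus rows of the panel shifted as well. Their median signal was 23.4 ± 3.61 in KC and 11.9 ± 4.84 in MNC (SD, n = 4 each; exact permutation p = 0.0286), and their median count was 14.5 ± 2.38 and 14.8 ± 4.99 (exact permutation p = 0.943). The mean negative control was 13.0 ± 1.26 counts in KC and 13.2 ± 3.23 in MNC (SD, n = 4 each; exact permutation p = 1). The 4 mRNAs that set the factor had a geometric mean of 505 ± 32.3 counts in KC and 1074 ± 254 in MNC (SD, n = 4 each; exact permutation p = 0.0286).

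**Figure D1:**
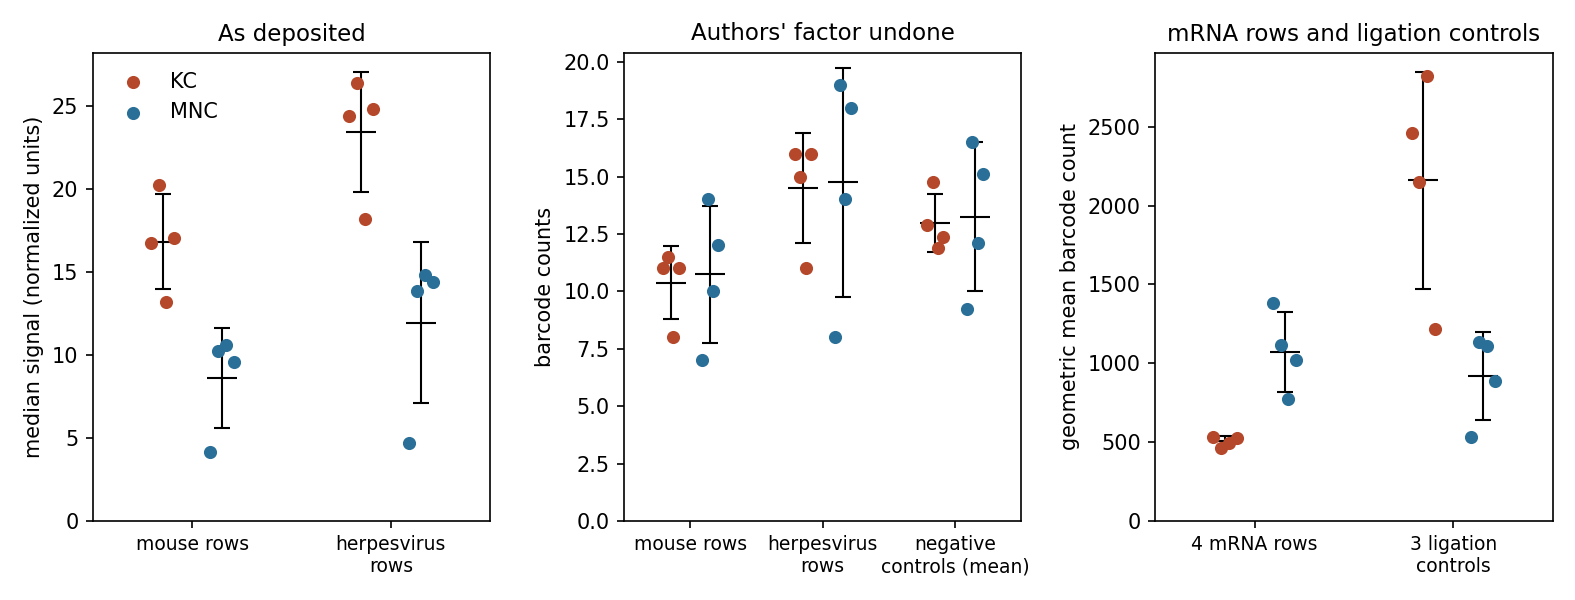
Per-sample medians over mouse and herpesvirus miRNA rows in normalized signal (left), the same medians and the mean negative control in barcode counts (middle), and geometric mean counts of the mRNA rows and ligation controls (right); points are samples, bars are mean ± SD of 4. The groups part in signal (16.8 against 8.63 for mouse rows) but not in counts (10.4 against 10.8), while mRNA counts are lower and ligation control counts higher in KC.

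Of the 566 mouse miRNAs, 362 were above the highest negative control in no sample and 8 in all 8 samples. In all 4 KC samples 25 were above it, and in all 4 MNC samples 13. A sample had 37 to 149 miRNAs above background in KC and 31 to 86 in MNC. Most rows therefore give a level that cannot be told from background in these samples.

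The main comparison asked which miRNAs differ between KC and MNC. With limma, 140 miRNAs had an adjusted p under 0.05, all higher in KC, and 0 were lower. At an unadjusted p under 0.05 there were 307 higher and 0 lower. A positive difference was found for 551 miRNAs (97.3%). The differences of the 140 ran from 0.97 to 7.26 with a median of 1.35, or 0.41 relative to the median shift of 0.94 over all miRNAs. The groups did not overlap for 209 of the 566 miRNAs, where chance gives a share of 2.86%, and 110 of these were among the 140. Of the 140, 19 were above background in all 4 KC samples and 52 were above it in no sample. The number rose most, to 332, all higher, when the mean negative control was subtracted. Of these, 87 were among the 140. In that setting the median difference over all miRNAs was 0.55. The red cell, platelet, endothelial and myeloid lists had the same median. A row held at 1 count after subtraction takes this value from the factor and the pseudocount alone. Calls of such rows therefore only restate the factor. On barcode counts 1 was higher and 0 lower (17 and 12 at an unadjusted p under 0.05 in limma), and with an exact Mann-Whitney test there were 0 (209 at an unadjusted p under 0.05, each at the smallest p of 0.0286). Scaled to the same total there were 8 higher and 1 lower, and scaled to the ligation controls 3 higher and 278 lower. Without KC 1, KC 2 or KC 4 the number fell to 33, 26 and 41.

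**Figure D2:**
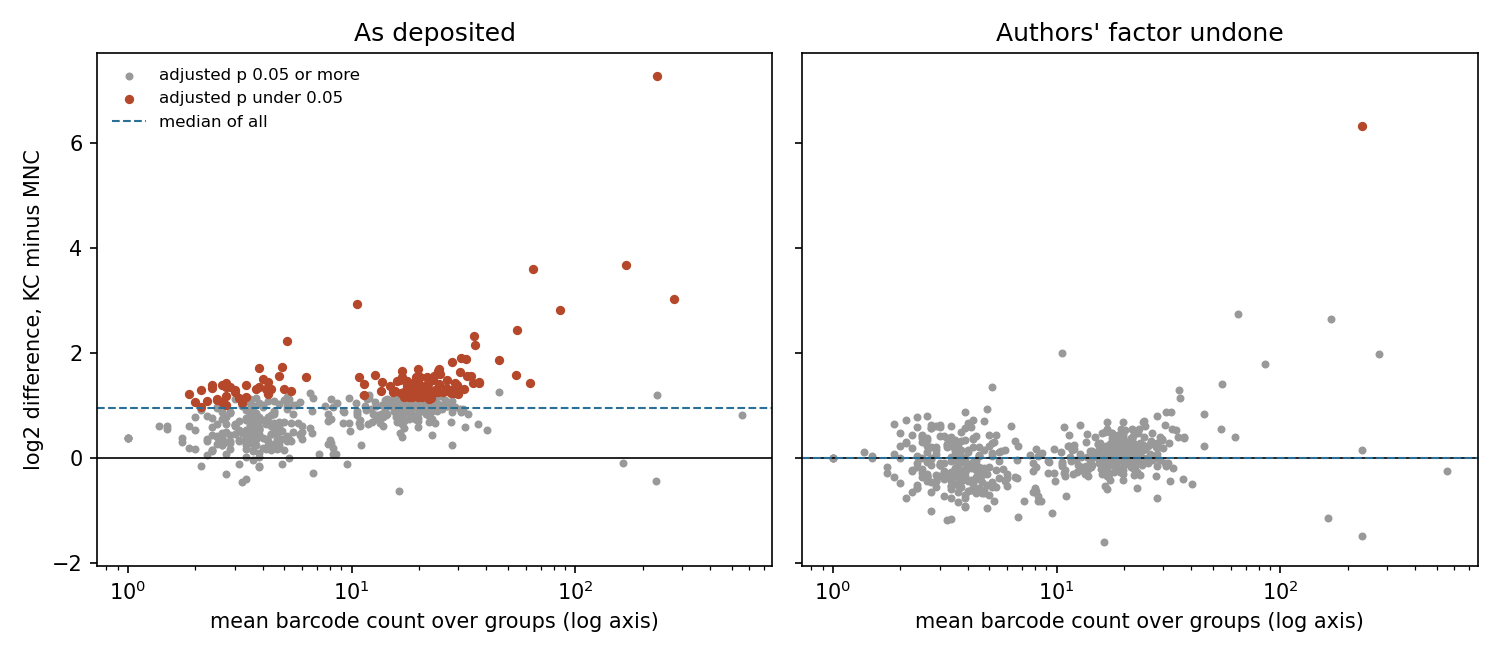
Log2 difference, KC minus MNC, of each of 566 mouse miRNAs against its mean barcode count (log axis), from the deposited signal (left) and from counts with the authors' factor undone (right); colour marks an adjusted p under 0.05 in limma and the dashed line is the median. The median lies at 0.94 on the left and at 0 on the right, and 140 miRNAs are marked on the left against 1 on the right.

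Under the 2-fold rule, with an unadjusted p under 0.05, 146 miRNAs were higher in KC and 0 lower. Of these, 109 were also among the limma calls, 18 were above background in all 4 KC samples and 63 in no sample. After Benjamini-Hochberg adjustment 7 remained. Without MNC 1, MNC 2, MNC 3 or MNC 4 the number was 66, 83, 80 and 75, and on counts it was 7 higher and 5 lower.

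miR-122 (gene Mir122), a miRNA abundant in liver, had the largest difference of the 566. Its signal was 756 ± 388 in KC and 3.76 ± 2.38 in MNC (SD, n = 4 each). The counts were 161, 548, 685 and 439 in KC and 2, 7, 6 and 3 in MNC, where no sample was above background. Its level in KC was at least 32.7-fold higher on the deposited scale and at least 15.7-fold higher in counts. The fitted log2 difference was 7.26 (SE 0.49, limma adjusted p = 7.97e-12), which depends on the pseudocount because MNC is at background. On counts it was 6.31 (limma adjusted p = 1.41e-04), and after scaling to the ligation controls 5.23. It was positive in all 29 alternatives and past the threshold in 28.

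The other miRNAs that the study's text names were let-7b, let-7c, let-7d, let-7e, miR-720, miR-1224, miR-2141 and miR-1944. With miR-122 they make a list of 9, of which 8 were higher and called, also when adjusted over the list alone. The study chose them on these samples, so this is not independent evidence. All 9 were above background in all 4 KC samples, and 2 of the 9 (miR-720 and miR-1944) in all 4 MNC samples. let-7b had a signal of 451 ± 143 in KC and 54.1 ± 43.8 in MNC (SD, n = 4 each), a difference of 3.66 (SE 0.66, limma adjusted p = 6.16e-04). let-7d had 174 ± 63.3 and 19.2 ± 12.8, a difference of 3.59 (SE 0.60, limma adjusted p = 5.24e-04). miR-1944 had 721 ± 321 and 93.5 ± 50.1, a difference of 3.03 (SE 0.64, limma adjusted p = 0.00375). let-7c, miR-2141, miR-1224 and let-7e differed by 2.81, 2.42, 2.14 and 1.83. For let-7e and miR-1224 the sign turned after scaling to the ligation controls (-0.39 and -0.048). On counts let-7b, let-7c, let-7d and miR-1944 were higher by 2.64, 1.78, 2.73 and 1.98, none past the adjusted threshold when all 566 miRNAs were tested. The let-7 members and their probes are close in sequence, so signal could be shared between them.

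miR-720 was not told apart between the groups. Its signal was 331 ± 40.4 in KC and 234 ± 210 in MNC (SD, n = 4 each), a difference of 1.19 (SE 0.72, limma adjusted p = 0.16). MNC 1 had 21.2 and MNC 3 had 518, and without MNC 3 the difference was 1.81 (limma adjusted p = 0.0452). The sign turned when samples were scaled to the same total (-0.024) and under 4 other scalings.

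**Figure D3:**
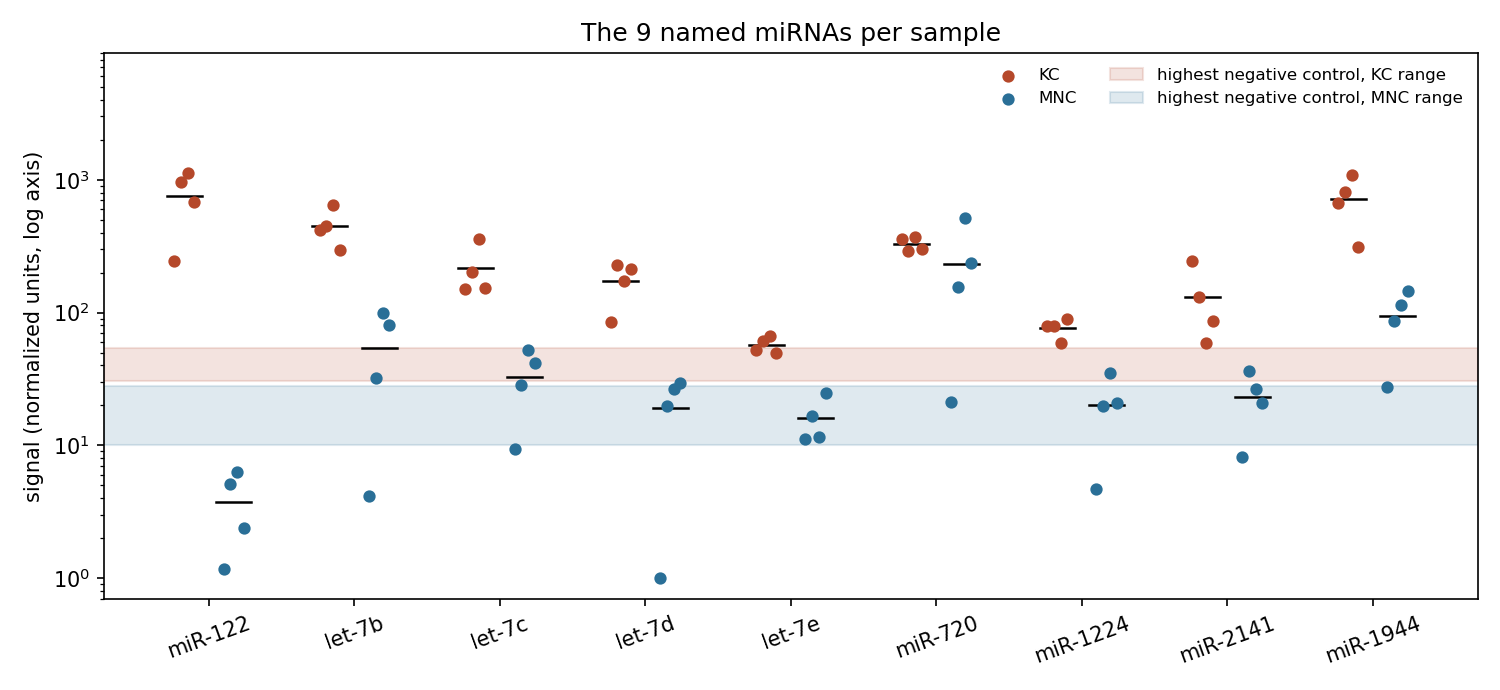
Normalized signal (log axis) of the 9 named miRNAs in each KC and MNC sample; bars are group means and the shaded bands are the range over samples of the highest negative control on the same scale. miR-122 lies at 245.5 or more in KC and at 6.35 or less, below the MNC band, in MNC; the groups of miR-720 overlap.

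Of the 24 miRNAs that the study lists as higher in KC, 23 were higher and called with limma, and 23 when adjusted over the list alone; they too were chosen on these samples. Their differences ran from 1.19 to 7.26 with a median of 1.61, or 0.67 relative to all miRNAs. The exception was miR-720. In all 4 KC samples 19 were above background and in all 4 MNC samples 6. Without KC 1, KC 2 or KC 4, 14, 11 and 13 were called, and on counts 1 was called.

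By the naming rule, the largest differences above the median signal were those of miR-122, let-7b, let-7d, miR-1944 and miR-2134. miR-2134 had 16.8 ± 4.5 counts in KC, above background in 1 sample, and 4.5 ± 4.51 in MNC, above background in none (SD, n = 4 each). Its signal was called higher (limma adjusted p = 5.24e-04), but with most KC samples at background no fold is given. The highest signals in KC were those of miR-142-5p (819 ± 82.2), miR-122 and miR-1944. The highest in MNC were those of miR-142-5p (475 ± 108), miR-486 (318 ± 246) and miR-720 (SD, n = 4 each). miR-142-5p differed by 0.81 (SE 0.81, limma adjusted p = 0.388), or -0.13 relative to all miRNAs, and turned to -0.25 on counts and to a lower level in KC under every other rescaling except that to the 4 mRNAs. Among only the 56 miRNAs above background on average it was called higher (limma adjusted p = 0.00767, range over alternatives 0.00767 to 0.9998), and after scaling to the ligation controls it was called lower, by -1.48 (limma adjusted p = 0.029). miR-486 was lower in KC by -0.43 (SE 0.67, limma adjusted p = 0.569); without MNC 3 the difference was 0.029, and without MNC 1 it was -1.26 (limma adjusted p = 0.0376).

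The let-7 family had 9 rows, all with a positive difference and 8 called. Its median difference was 1.70, or 0.76 relative to all miRNAs, and its mean was 1.98. Camera gave an adjusted p of 9.21e-05 and fry an adjusted p of 0.0059 over the 7 lists (limma). Under fry the family was called higher in 19 of 24 alternatives and not called on counts (limma adjusted p = 0.114) or when scaled to the top 100 miRNAs, the positive controls, the plant and worm rows or the ligation controls (0.0621, 0.135, 0.298 and 0.814, the last in the lower direction). Camera in limma with the correlation estimated from the data gave an unadjusted p of 0.084. let-7a and miR-98 were above background in no sample, and the median of the other 7 rows was 1.83. After scaling to the ligation controls the median was -0.48, still above the median of all rows there.

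The remaining lists asked whether miRNAs typical of other cells differ. Relative to all miRNAs the hepatocyte list was higher in KC by 0.55 (limma camera adjusted p = 0.00466, fry adjusted p = 0.0059). With the correlation estimated from the data camera gave an unadjusted p of 0.151 for this list and 0.191 for the red cell list (limma), and for the other 4 lists 0.123 to 0.747. Without miR-122 the other 8 members gave an unadjusted camera p of 0.132 in limma. The red cell list was lower by -0.41 relative to all (limma camera adjusted p = 0.0115), although its median of 0.53 and mean of 0.50 were positive and fry gave an adjusted p of 0.188. This call was lost without MNC 3 (limma camera adjusted p = 0.0846), on counts (0.0766) and under 5 other alternatives; over all alternatives the adjusted p ran from 0.00355 to 0.245. The lymphocyte, platelet, endothelial and myeloid lists lay at 0.12, -0.29, -0.29 and -0.06 relative to all, with camera adjusted p of 0.45, 0.0658, 0.078 and 0.45. Under fry, as deposited, the endothelial list was called higher (limma adjusted p = 0.0271) and the lymphocyte, platelet and myeloid lists were not called (0.14, 0.14 and 0.0767). The myeloid list was called lower by camera after quantile normalization (limma adjusted p = 0.0428, range over alternatives 0.0428 to 0.974). The platelet list passed the threshold without KC 1, KC 2 or MNC 1 (limma camera adjusted p = 0.0414, 0.0462 and 0.0248) and with a pseudocount of 10 or 50 (0.0412 and 0.0382); over its alternatives the adjusted p ran from 0.0248 to 0.515.

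Unlike camera, fry tests a list against no change, so its calls turn with the scaling. Over the alternatives it called the hepatocyte list higher in 20 of 24 and lower in 0, and the red cell list higher in 1 and lower in 4 of 24. It called the lymphocyte list higher in 1 and lower in 2 of 24, and the platelet list higher in 1 and lower in 5 of 22. The endothelial list was called higher in 10 and lower in 3 of 22, and the myeloid list higher in 5 and lower in 4 of 24. The lower calls of fry were made when samples were rescaled to the miRNAs themselves or to the ligation controls, with limma adjusted p down to 0.00603 for red cells, 0.0122 for lymphocytes, 0.00598 for platelets, 0.01 for endothelium and 0.00383 for myeloid cells. The highest adjusted p over alternatives was 0.749 for hepatocytes and 0.999 for each of the other 5 lists. The endothelial call was lost without KC 2, KC 3, KC 4 or MNC 4 (0.0781, 0.0785, 0.0763 and 0.0557), and the myeloid list was called higher without MNC 1 (0.00403).

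Samples of a group resembled each other more than samples of the other group. The mean Pearson r of log2 signal was 0.856 within groups and 0.821 between them, a difference of 0.0343 (exact permutation p = 0.0286), across miRNAs that are not independent replicates. It was 0.868 within KC and 0.844 within MNC. Among miRNAs above the median mean the difference was 0.199 (exact permutation p = 0.0286), the largest of its alternatives. Without KC 3 it was 0.0264 (exact permutation p = 0.0857).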

Values the study reported

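The study reported that its panel covered 577 miRNAs and that 24 of them were significantly increased in Kupffer cells relative to monocytes. By RT-PCR it found higher levels in Kupffer cells for miR-122 (p = 0.002), let-7c (p = 0.01), miR-720 (p = 0.01), miR-1224 (p = 0.004), miR-2141 (p = 0.01) and miR-1944 (p = 0.041). For let-7d the difference was not found again by RT-PCR, where the study gave p = 0.732.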

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

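Except for the test of gaps, the tests in this part were chosen after the result was seen. Gaps of single samples were tested in 46 sets of 4 samples, and 3 passed the limit of Dixon's test, where chance alone gives about 5%.

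MNC 1 lay far below the other MNC samples in median signal over mouse miRNAs, at 4.13 against 9.58 to 10.6. Its gap to the next sample was 0.844 of the range of the group. The same sample lay apart in the median signal of the herpesvirus rows, at 4.72 against 13.9 to 14.8, with a gap of 0.905 of the range. In counts its mouse median was 7 against 10 to 14, a gap of 0.429, which is under the limit. Its factor of 0.589 was the lowest of the 8 samples, so the authors' scaling to the 4 mRNAs is a candidate explanation for part of the distance. Low efficiency of the lane is argued against, since the positive controls of MNC 1 (geometric mean 886) lay within the range of the other MNC samples (629 to 939). Its total count of 5374 was also the lowest of the 8 samples. So were its positive ligation controls (geometric mean 533 counts, other MNC samples 885 to 1136), but a low ligation yield is argued against as the cause for these medians, since they lie near background and rows without mouse miRNA were set apart as well (gap of 0.905 for the herpesvirus rows). The negative controls of MNC 1, which are not ligated, were also the lowest of the MNC samples (9.25 against 12.1 to 16.5), and the ratio of its median count to their mean was 0.757, against 0.793 to 0.848 in the others. Single miRNAs, chosen after their values were seen, did not move together in MNC 1. In counts miR-486, miR-150 and miR-720 were lower (63, 15 and 36) than in the other MNC samples (258 to 617, 178 to 463 and 215 to 489). There miR-142-5p lay within their range (616 against 505 to 745) and miR-451 was the highest (39 against 18 to 26). A factor or depth for the whole sample cannot give both. A biological difference of this pool stays open and was not tested.

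KC 3 had the lowest median count in KC, at 8 against 11 to 11.5, a gap of 0.857 of the range. Its positive controls had a geometric mean of 902, within those of the other KC samples (889 to 975), which argues against low efficiency of the lane. Other technical causes were not tested, and no biological explanation was tested for this sample.

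The herpesvirus rows, which are not mouse miRNAs, carried counts: 29 of the 33 had a mean count over 3 across the 8 samples. Their median count was close to the mean negative control in the same samples, with a mean log2 ratio of 0.13, and 19 of the 33 were above background in no sample. Background counts may account for these rows. The mice were not labelled as infected, and infection was not tested.

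The positive ligation controls, which are added to each reaction in a fixed amount, had a higher count in KC, by 1.23 on the log2 scale (2161 ± 687 in KC and 917 ± 279 in MNC, SD, n = 4 each; exact permutation p = 0.0286, the smallest these groups allow). A difference in the efficiency of the lanes is argued against as the whole cause, since the positive controls differed by 0.16. The labels give 100 ng of RNA for every reaction in both groups. If the KC reactions nonetheless held less RNA from the cells, more ligase and tag could be left for the controls. The mRNA counts, lower in KC by -1.06, go in that direction. Both measures follow the groups in all 8 samples, so this cannot be told apart from a difference in ligation between the groups.

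The geometric mean count of the 4 mRNAs was lower in KC, by -1.06 on the log2 scale (exact permutation p = 0.0286). Single mRNAs fell unevenly in counts: Actb by -1.57, Rpl19 by -1.25 and B2m by -0.98 (exact permutation p = 0.0286 each), and Gapdh by -0.44 (exact permutation p = 0.114). After the authors' scaling Actb was lower (-0.51) and Gapdh higher (0.62) in KC (exact permutation p = 0.0286 each). The efficiency of the lanes is argued against as the whole cause by the positive controls (0.16). Less total RNA in the KC reactions, although the labels give 100 ng for each of them as for MNC, could lower the mRNA counts. It would lower miRNA counts as well, and the 56 miRNAs above background on average were higher by a median of 0.27 in counts, but miRNA content per RNA could differ between the cell types. The amount of RNA and the mRNA content of the cells therefore cannot be told apart for these 4 mRNAs, and a biological difference between KC and MNC stays open.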

How the results depend on the processing

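The tests chosen after seeing the data are those on barcode counts, with negative controls subtracted, and on miRNAs above background only, and the median, total and similarity scaled to the ligation controls; the others were planned. Causes were not tested unless stated.

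miR-122 stayed higher and called in 28 of 29 alternatives (3.73 to 8.46), and the exception, the exact Mann-Whitney test, gives 7.26 with an adjusted p of 0.0774 (its unadjusted p is the smallest the test can give, reached by 209 miRNAs). let-7b and let-7d stayed higher in all 29 and called in 25 each, let-7c in 21. The let-7 family stayed higher and called under camera in 22 of 24.

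Counts below are the miRNAs called by limma, then those past the 2-fold rule. With a pseudocount of 10 they were 252 and 35, and the myeloid list turned to 0.13 relative to all. With a pseudocount of 50 they were 267 and 6, and the myeloid list 0.10. A larger pseudocount shrinks the differences of low miRNAs, which lowers the second count. Scaled to the same total: 9 (8 higher, 1 lower, miR-451) and 13 (8 higher, 5 lower), 7 of the 24 listed, miR-720 -0.024, miR-142-5p -0.42, median difference -0.17. Centred on the median: 11 (10 higher, 1 lower) and 14 (10 higher, 4 lower), 9 of the 24, miR-142-5p -0.13. Scaled to the top 100 miRNAs: 7 (5 higher, 2 lower) and 23 (7 higher, 16 lower), 4 of the 9 named, 4 of the 24, miR-720 -0.20, miR-142-5p -0.60, median -0.34, total -0.18. Quantile normalization: 2 (miR-122 higher, miR-486 lower) and 7 (4 higher, 3 lower), 1 of the 9, 1 of the 24, miR-720 -0.083, miR-142-5p -0.29, lymphocyte list -0.083, and the myeloid list called lower (-0.18). Scaled to the ligation controls: 281 (3 higher, 278 lower) and 214 (1 higher, 213 lower), 3 of the 9, 3 of the 24, let-7e -0.39, miR-720 -1.08, miR-1224 -0.048, miR-142-5p -1.48, let-7 family -0.48, median -1.14, total -1.06. Scaled to the plant and worm rows, which had only 2.62 counts in KC and 2.66 in MNC: 4 and 11 (8 higher, 3 lower), 3 of the 9, 3 of the 24, miR-142-5p -0.047. Scaled again to the 4 mRNAs, 140 and 146.

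With the factor undone: 1 and 12 (7 higher, 5 lower), 1 of the 9, 1 of the 24, miR-142-5p -0.25, median -0.021, total 0.17. Scaled to the positive controls: 5 (4 higher, 1 lower, miR-451) and 11 (6 higher, 5 lower), 3 of the 9, 3 of the 24, miR-720 -0.021, miR-142-5p -0.41, median -0.17, total 0.010. With the negative controls subtracted: 332 and 40, let-7 family 2.36 (limma camera adjusted p = 0.245), 0 of the 7 lists called with limma's camera (0 at an unadjusted p under 0.05 as well), while fry called all 7 higher. There the red cell, platelet, endothelial and myeloid lists had a median difference of 0.55. Rows held at 1 count take this value from the factor and the pseudocount alone. The fry calls of these lists can therefore restate the scaling. Only the 56 miRNAs above background: 44 and 30, lymphocyte list -0.20. Above background with the factor undone: 5 and 5, 4 of the 9, 5 of the 24, miR-142-5p -0.25, lymphocyte list -0.20.

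The unequal-variance test called 11, 1 of the 9 and 2 of the 24. The exact Mann-Whitney test called 0, 0 of the 9 and 0 of the 24 (209 at an unadjusted p under 0.05; limma called 140). Array weights gave 261, eBayes without a trend 144 and robust eBayes 210. Only miRNAs above the median mean gave 200 and 101, and a similarity of 0.199. The sample number as a block gave 198; numbers did not pair the samples, since correlations within a number (0.021, 0.080, 0.017 and 0.10) were near those of other pairs (mean -0.018).

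Leaving out each sample gave 26 to 176 calls (33, 26 and 41 without KC 1, KC 2 and KC 4), 66 to 189 past the rule (66, 83, 80 and 75 without MNC 1 to MNC 4), 8 to 9 of the 9, 11 to 24 of the 24 (14, 11 and 13 without KC 1, KC 2 and KC 4) and 2 to 4 of the 7 lists under camera, or 1 to 3 without the let-7 family (1 without MNC 3, 3 without KC 1, KC 2 or MNC 1). Without MNC 1, 1 miRNA was lower, miR-486. miR-122 ran from 6.94 to 7.73, the let-7 family from 1.43 to 1.87, miR-720 from 0.29 to 1.81, miR-486 from -1.26 to 0.029 and the lymphocyte list from -0.050 to 0.18. The median difference ran from 0.67 (without MNC 1, exact permutation p = 0.0571) to 1.06, the total from 0.89 to 1.40 and sample similarity from 0.0264 (without KC 3, exact permutation p = 0.0857) to 0.0455.

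The planned test with a count model was not run. The deposited table is normalized, and in at least 3 samples a floor of 1 hides the lowest of the recovered counts. Signal over background limits most rows: 362 of the 566 miRNAs were above the highest negative control in no sample. Whether depth, the yield of short RNA from the column kit or low expression sets this was not tested.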

Other observations

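The tests on barcode counts, control rows and background, and the counts of splits for miR-122 and for the 6 cell lists alone, were chosen after the result was seen. Limma, the 2-fold rule, the unequal-variance test, leaving out samples, scaling to the ligation controls and the other counts of splits were set beforehand, although their use to weigh an explanation was not.

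Here 140 miRNAs were called with limma, and 146 passed the rule of over 2-fold with an unadjusted p under 0.05. Both counts are higher than the count quoted from the paper, and the cause was not tested. For its mRNA panel the study describes a background threshold at the highest negative control, and whether the miRNA panel had it is not stated. No such threshold entered the 2 counts here. Of the 140 and the 146, 52 and 63 were above background in no sample, against 0 of the 24 listed. Among only the 56 miRNAs above background on average the counts were 44 and 30.

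Every call among the 140 was in the direction of KC. The authors' scaling to the 4 mRNAs may account for this. The herpesvirus rows, which lie near background, shifted by 0.95 as deposited, as much as all miRNAs (0.94). The 362 miRNAs above background in no sample shifted by 0.75, which argues against more miRNA in KC as the cause for those rows. In simulated data without any changed miRNA, multiplying by the real factors of KC and MNC gave 244 calls, all higher, against 0 without the factors, over 566 miRNAs. The shift of 0.75 argues in the same way against a difference in ligation for those 362 rows, as they hold no measurable miRNA. A difference in the efficiency of the lanes (0.16 for the positive controls) is argued against as the whole cause, and so is MNC 1 alone, since 146 were called without it. For the 56 miRNAs above background on average, the median difference in counts was 0.27, and more miRNA in KC, better ligation in KC (the ligation controls were higher by 1.23) and an effect of the scaling cannot be told apart for them, because each acts on a whole sample. Of the 35 splits of the 8 samples into groups of 4, 1 (the real one) gave as many calls, and the next gave 3. This is the most that 35 splits can show against chance. It does not bear on a difference in scaling, since the factors do not overlap between the groups (1.52 to 1.76 in KC, 0.589 to 1.06 in MNC). Every other split mixes high and low factors within a group, so few calls had to follow there. For the 2-fold rule 1 of 35 splits gave as many (the next gave 48), for the 9 named miRNAs 1 of 35 and for the 24 listed 1 of 35. The lists were chosen on these samples, so their splits say little. On counts 3 of 35 splits gave as many calls as the real one, which had 1.

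The higher miR-122 in KC is not accounted for by the scaling, since the difference was 6.31 in counts, nor by ligation, since it was 5.23 after scaling to the ligation controls. miR-122 is the largest difference and was named by the study on these samples, so the splits were searched for the largest statistic of any of the 566 miRNAs. Of the 35 splits, 1 (the real one) gave a statistic as large (14.7, next 7.25), which is the most that 35 splits can show against chance. RNA of hepatocytes in the KC pools is a candidate explanation. miR-122 is the most abundant member of the hepatocyte list, with 458 counts in KC. The other 8 members of the list had a median of 20.9 counts in KC and 16.5 in MNC, near background, and 1 was above background in all 4 KC samples. Of the 9 members, 2 are among the 24 miRNAs the study lists and 1 is in another of the cell lists. Hepatocyte RNA and expression in KC cannot be told apart for miR-122, because the other members are too near background to show a share of liver RNA.

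The let-7 family was called under camera, but 7 of the 35 splits gave a p as low, so chance cannot be excluded. Of its 9 members, 5 are among the 24 that the study lists. With all 7 lists, the let-7 family included, 4 of the 35 splits gave as many called (3), and with the 6 cell lists alone 5 of 35 gave as many (2), so chance cannot be excluded there either. For miR-451 (chosen after its values were seen) and miR-486, which lay lower in KC relative to all miRNAs (-1.58 and -1.38), RNA of red cells in the MNC pools is a candidate explanation. The signal of miR-451 was 11.8 ± 2.39 in KC and 19.5 ± 6.91 in MNC (SD, n = 4 each; limma adjusted p = 0.207). It was called lower in KC when scaled to the same total, the median, the top 100 miRNAs, the ligation controls and the positive controls (limma adjusted p = 5.71e-04, 0.00161, 0.00464, 7.57e-06 and 0.0177; range over alternatives 7.57e-06 to 0.457). The other 8 members of the red cell list differed by a median of -0.23 in counts, 5 of them lower, and the camera p without these 2 was 0.359 in limma, unadjusted. The 2 explanations, red cells and a difference of the monocytes, cannot be told apart for miR-451 or miR-486 taken singly with so few members above background. In MNC 1 to MNC 4 the counts were 39, 18, 26 and 18 for miR-451 and 63, 258, 522 and 617 for miR-486. MNC 1 thus had the most miR-451 and the least miR-486, which lay below every KC sample (78 to 114). This argues against a single share of red cell RNA that sets both miRNAs in MNC 1. Without MNC 3 the difference of miR-486 was 0.029, and without MNC 1 it was -1.26 (limma adjusted p = 0.0376, range over alternatives 5.59e-05 to 0.992).

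Members that the cell lists share with the 24 listed miRNAs number 1 for red cells and 1 for myeloid cells, and 0 for lymphocytes, platelets and endothelium. Members in another cell list number 1 for red cells, 2 for lymphocytes, 5 for platelets, 1 for endothelium and 6 for myeloid cells. Several miRNAs on the myeloid list stayed below background in all 8 samples, among them miR-223 (4.75 counts in KC and 7 in MNC) and miR-21 (3.25 and 5.5), while miR-142-5p had 506 and 605 counts. let-7a, miR-155, miR-34c and miR-543, chosen after their values were seen, were at 1 count or less in all 8 samples. The unequal-variance test called all 4 of them higher in KC by 0.38, a difference made by the factor together with the floor of 1 and the pseudocount, and limma called 0 of the 4. Of the 11 calls of that test, 9 were above background in no sample.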
